# Analysis of MicroRNA Expression in Embryonic Developmental Toxicity Induced by MC-RR

**DOI:** 10.1371/journal.pone.0022676

**Published:** 2011-07-29

**Authors:** Yanyan Zhao, Qian Xiong, Ping Xie

## Abstract

As cynobacterial blooms frequently occur in fresh waters throughout the world, microcystins (MCs) have caused serious damage to both wildlife and human health. MCs are known to have developmental toxicity, however, the possible molecular mechanism is largely unknown. This is the first toxicological study to integrate post-transcriptomic, proteomic and bioinformatics analysis to explore molecular mechanisms for developmental toxicity of MCs in zebrafish. After being microinjected directly into embryos, MC-RR dose-dependently decreased survival rates and increased malformation rates of embryos, causing various embryo abnormalities including loss of vascular integrity and hemorrhage. Expressions of 31 microRNAs (miRNAs) and 78 proteins were significantly affected at 72 hours post-fertilisation (hpf). Expressions of miR-430 and miR-125 families were also significantly changed. The altered expressions of miR-31 and miR-126 were likely responsible for the loss of vascular integrity. MC-RR significantly reduced the expressions of a number of proteins involved in energy metabolism, cell division, protein synthesis, cytoskeleton maintenance, response to stress and DNA replication. Bioinformatics analysis shows that several aberrantly expressed miRNAs and proteins (involved in various molecular pathways) were predicted to be potential MC-responsive miRNA-target pairs, and that their aberrant expressions should be the possible molecular mechanisms for the various developmental defects caused by MC-RR.

## Introduction

Microcystins (MCs), a group of cyclic heptapeptide compounds with specific hepatotoxins produced by cyanobacterial species, have received worldwide concerns in the past decades [1], [2]. So far, more than 80 different structural analogues of MCs have been identified [3], among which MC-LR and -RR are the most common and abundant [4].

Nowadays, accumulating evidence have indicated that MCs have embryonic toxicity in both fish and mammals [5], [6]. The main effects of exposure to MCs in early life stages of fish are interferences with developmental processes and organ functions. The most frequent alteration observed are decrease in survival and growth rate [7], [8] and various embryo abnormalities such as enlarged and opaque yolk sac, small head, curved body and tail, hepatobiliary abnormalities, heart rate perturbations, edema in pericardial sac (PS) and hatching gland (HG) [7], [9], [10], [11].

Embryonic development of animals is strictly regulated at different levels. Accumulating evidence have demonstrated that miRNAs which can regulate gene expression post-transcriptionally by targeting mRNAs, play a fundamental role in early embryonic development [12], [13], [14]. Dicer and Drosha are the miRNA processing enzymes that are required for the maturation of miRNAs [15], [16]. The Dicer knockout mouse did not survive beyond 7.5 days past gastrulation [14]. Dicer-deficient zebrafish arrest during larval development only at around day 10, because maternally contributed Dicer maintains miRNA maturation during the early development of the homozygous mutant [17]. However, if the maternal Dicer contribution is eliminated, defects appear much earlier during gastrulation, brain formation, somitogenesis, and heart development [18].

Mounting evidence have indicated that MCs have developmental toxicity and cause various kinds of abnormalities in early life stages of animals, but the potential molecular mechanism is largely unknown. MiRNAs, which are of vital importance in early embryonic development, are proved to be affected by oxidative and other forms of cellular stress and xenobiotics [19], [20]. Each miRNA species has an effect on the translation of many mRNA species [18] and so a change in its expression level could substantially affect the protein complement of the cell. These facts lead us to consider whether and how miRNA and miRNA-target system contribute to developmental toxicity in animals exposed to environmental pollutants.

Therefore, in this study, we used zebrafish embryo as a model system to investigate the toxic effects of MC-RR on early development, aiming to explore the underlying molecular mechanism at both posttranscriptional and translational levels. Alteration in expression pattern of miRNAs and proteins in embryos treated with MC-RR were detected by miRNA microarray and two-dimensional electrophoresis (2-DE), respectively. We also analyzed the potential contribution of altered miRNAs and their predicted target system to developmental toxicity in embryos of zebrafish after MC-RR exposure. These results would help us better understand the possible molecular mechanisms of embryonic toxicity induced by environmental pollutants and also will guide us to protect human health efficiently.

## Results

### Acute toxicity of MC-RR in zebrafish embryos

To assay the developmental toxicity of MCs, we micro-injected 2 nL MC-RR solution into 2–4 cell stage embryos of zebrafish. Injecting embryos after 1-cell stage allowed us to remove unfertilized eggs easily from our statistics. The LD_50_ value of MC-RR on zebrafish embryos (after incubation for 24 h) was estimated at 36 µM MC-RR dose (injection volume was 2 nL per egg). To analyze the dose-dependent survival of MC-RR, we injected embryos with different doses of MC-RR of 0.2 LD_50_ (7.2 µM), 0.4 LD_50_ (14.4 µM) and 0.8 LD_50_ (28.8 µM).

### Survival and malformation rates

At 24, 48 and 72 hpf, we examined the survival rates of zebrafish embryos treated with different concentrations of MC-RR (7.2 µM, 14.4 µM and 28.8 µM). As shown in Figure 1A, the survival rates of embryos decreased with the elevation of MC-RR concentration from 7.2 µM to 28.8 µM, but there were no obvious changes at 72 hpf compared with 48 hpf at any dose of MC-RR. Marked toxic effects (*p*<0.01) on malformation of larvae were observed at 72 hpf after exposure of MC-RR, with malformation rates of 15.7%, 54.4% and 39.9% in 7.2 µM, 14.4 µM and 28.8 µM, respectively (Figure 1B). The embryos treated with MC-RR exhibited a consistent and highly reproducible pattern of morphological abnormalities, and defects were most frequently observed in tails. Tails were bent (Figure 1D), curving (Figure 1E) or twisting (Figure 1F). In some cases, cyclopia occurred as shown in Figure 1G. Figure 1H shows a fry with edema in pericardial sac (PS) and hatching gland (HG). Table 1 shows the percentages of particular defects in the different MC treatments.

**Figure 1:**
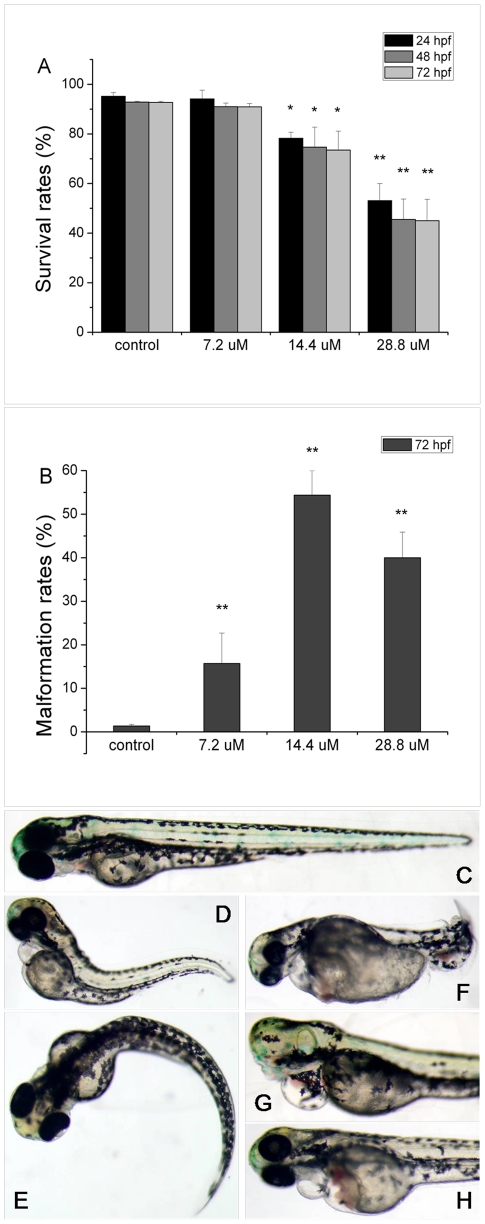
The survival, malformation rates and different developmental defects of zebrafish embryos induced by MC-RR. (A) The survival rates of embryos after MC-RR exposure at 24, 48 and 72 hpf, respectively. (B) The malformation rates of embryos after MC-RR treatment at 72 hpf. Various morphological deformities were detected in MC-RR-treated embryos, including bent tail/body axes (D, E, F), cyclopia (G), as well as edema in pericardial sac (PS) and hatching gland (HG) (H), compared to control embryos (C). Values are expressed as mean ± SD (*indicates significant change compared to control at *p*<0.05, **indicates significant change compared to control at *p*<0.01).

**Table 1:** Percentages of particular defects in the different MC treatments.

	Bent tails (%)	Curving tails (%)	Twisting tails (%)	Cyclopia (%)	Edema in PS (%)	Edema in HG (%)
Control	0	0.7±1.1	0	0	0	0
7.2 µM	4.9±1.4	5.6±2.3	2.8±1.3	0	13.0±2.0	13.0±1.0
14.4 µM	18.0±2.0	19.0±3.0	14.0±3.0	5.0±2.0	20.0±2.0	23.0±3.0
28.8 µM	9.0±3.0	11.0±3.0	25.0±5.0	3.0±2.0	22.0±7.0	25.0±2.0

Note: PS means pericardial sac and HG means hatching gland.

According to the dose and time-dependent survival and malformation status of embryos after MC-RR exposure, embryos treated with 14.4 µM MC-RR (approximately 0.0288 ng MC-RR per egg) at 72 hpf were selected for the miRNA microarray and 2-DE assay. The concentration of MC-RR was selected on the basis of the highest malformation rate and the most diverse types of embryos abnormalities with relatively low mortality after MC-RR treatment.

### MC-RR exposure decreased the number of complete intersegmental vessels (ISVs)

To determine the toxicity of MC-RR to the development of zebrafish blood vessel, we used Tg-(flk:GFP) zebrafish embryos, in which the angiogenesis is clearly visible. Sprouting was quantified at 48 hpf and 72 hpf following the injection of 14.4 µM of MC-RR or 0.8% saline solution. At 48 hpf, when most ISVs in the control embryos had fully extended dorsally to form the dorsal longitudinal anastomotic vessel (DLAV), MC-RR exposure resulted in a significant reduction in the number of complete ISVs (Figure 2A and Figure 2B, *p*<0.01, n = 30). This deficit in ISV formation was maintained at 72 hpf (Figure 2A and Figure 2C, *p*<0.01, n = 30).

**Figure 2:**
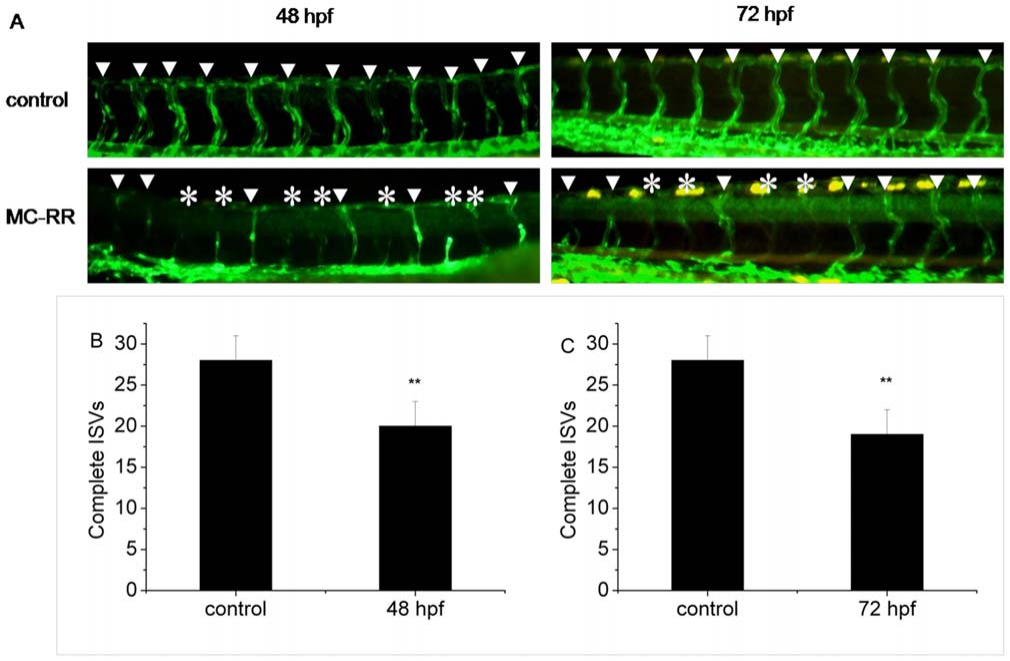
MC-RR exposure decreased the number of complete ISVs. Treated with MC-RR resulted in a significant reduction in the number of complete ISVs at 48 hpf (A and B) and 72 hpf (A and C), respectively, compared with controls. Arrowheads indicate complete ISVs. Asterisks indicate incomplete ISVs. (**indicates significant change compared to control at *p*<0.01).

### miRNA expression profile in MC-RR treated zebrafish embryos

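Total RNA from whole zebrafish embryos at 72 hpf was hybridized to a microfluidic miRNA chip with 1 dye, with 1 array per sample. MC-RR-treated embryos (14.4 μM, 2 nL) gave 4 arrays, and control embryos injected with 0.8% saline gave 4 arrays. The deposited scanner output holds the mean pixel intensity of each spot, with neither background subtraction nor normalization. The median intensity over the zebrafish miRNA probes was between 195 and 373 on the control arrays, with a median of 274, and between 106 and 381 on the MC-RR arrays, with a median of 277. Blank spots had medians between 58.1 and 179 on the control arrays and between 45.3 and 166 on the MC-RR arrays. Between 71 and 197 zebrafish miRNAs per control array, with a median of 172, exceeded the 95th percentile of the blank spots. On the MC-RR arrays the number was between 157 and 224, with a median of 171.5. The 71 was on control replicate 4, where that percentile was 512, against 72.7 to 152 on the other control arrays. The low number there depends on bright blank spots and is not a measure of miRNA signal alone. For the values given at the results, intensities were background-corrected with the normexp model of limma with an offset of 50, brought to the log2 scale and averaged over the 10 spots of each probe. The probe means were then normalized between arrays by cyclic loess. miRNAs above the blank percentile on at least 4 of the 8 arrays were tested with limma's moderated test, two-sided, and this left 187 miRNAs. The offset compresses fold changes of dim miRNAs. The 4 arrays per group limit the precision of each value.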

To investigate whether and what miRNAs expression might be regulated by MC-RR, we analyzed the miRNA expression profile of zebrafish embryos treated with MC-RR by using an array-based miRNA profiling. 

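Across the 187 tested miRNAs, the log2 fold change of MC-RR over control ran from -1.53 to 1.47. The median absolute log2 fold change was 0.17, against a median pooled SD between replicates of 0.34. In limma, 16 miRNAs had an unadjusted p under 0.05, where 9.35 would be reached by chance. After Benjamini-Hochberg adjustment, 0 miRNAs were below 0.05 in limma. The methods' t-test, taken as unpaired, also gave 0 on these values and called 16 at the unadjusted threshold. Paired by replicate number, it called 29 at that threshold and 0 after adjustment. The smallest adjusted p in limma was 0.279, for dre-miR-146a. The groups did not overlap for 6 of the 187 miRNAs, or 3.21%, and chance gives 2.86%. The setting that moved the number of miRNAs at the unadjusted threshold most, among those set in advance, was the replicate number as a block, with 30 miRNAs, and with no normalization there were 3. Without control replicate 2 the number was 9, without control replicate 3 it was 7, and without MC-RR replicate 1 it was 10.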

A comparison of miRNA expression levels between control and MC-RR-treated zebrafish embryos revealed that MC-RR-exposure significantly altered miRNA expression profiles (Figure 3).

**Figure 3:**
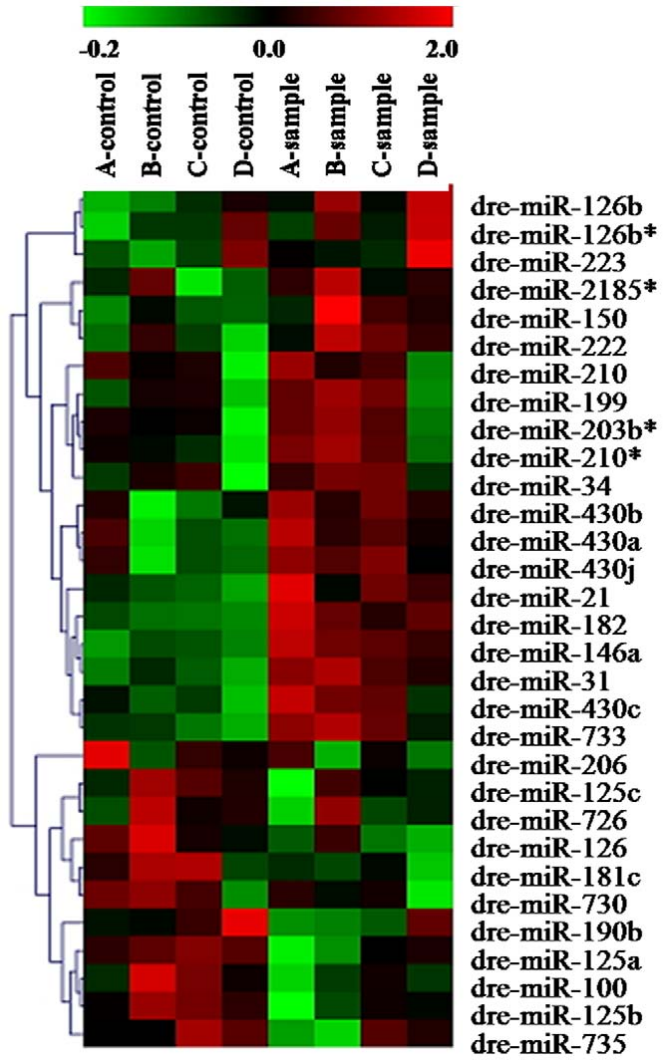
Hierarchical clustering of the differentially expressed miRNAs in control and MC-RR-treated zebrafish embryos. Each row represents one miRNA with significantly differential expressions between control and treatment (*p*<0.05). Each column represents a biological replicates; in each panel, the left four columns are for controls and the right four for MC-RR treatments. Colors represent expression levels of each individual miRNA: red, up-regulation; green, down-regulation.

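The arrays of one replicate number deviated together from their group means. Over the 187 tested miRNAs, the correlation between the deviations of the MC-RR and the control array was 0.58 for replicate 1, 0.29 for replicate 2, 0.53 for replicate 3 and 0.78 for replicate 4. These correlations are across miRNAs, which are not independent replicates. Of the 187 tested miRNAs, 63 or 33.7% changed in the same direction in all 4 pairs of arrays with the same replicate number, where independent signs would give 12.5%. Outside Table 2 there were 35 of 158. Of the 31 miRNAs of Table 2, which were chosen on these arrays, 30 did.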

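Of the 31 miRNAs listed in Table 2, 29 passed the detection filter and were tested, and dre-miR-31 and dre-miR-2185* did not pass it. In limma, 13 of the 29 had an unadjusted p under 0.05. After adjustment over all tested miRNAs the number was 0, and adjusted over the list alone it was 1, dre-miR-146a, with a p of 0.0433. The largest p adjusted over the list alone was 0.683, for dre-miR-34. With the replicate number as a block in limma, 20 of the 29 were under 0.05 adjusted over the list alone, and 0 after adjustment over all tested miRNAs. The study chose the list on these samples, so the adjustment over the list alone is not independent evidence. The MC-RR and control arrays did not overlap for 7 of the 31 miRNAs, where chance gives 2.86%. Without control replicate 2, 7 miRNAs of the list were under 0.05, without control replicate 3 there were 6, and without MC-RR replicate 1 there were 7.

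**Figure D1:**
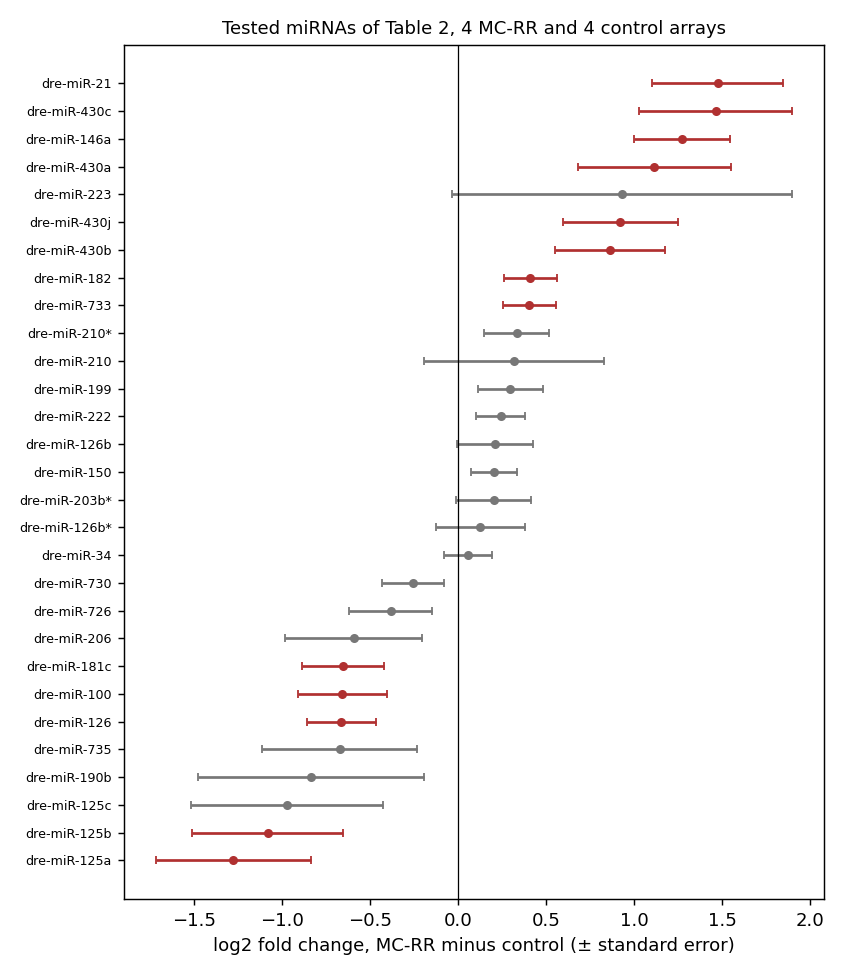
Log2 fold change of MC-RR over control for the 29 tested miRNAs of Table 2 (points) with the standard error from limma (bars), where red marks an unadjusted p under 0.05. The values run from 1.47 for dre-miR-21 to -1.27 for dre-miR-125a.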

The expression levels of 31 miRNAs were significantly altered in zebrafish embryos after MC-RR exposure (Table 2). Of the 31 miRNAs, 20 were significantly up-regulated and 11 were evidently down-regulated (*p*<0.05). However, the extent of changes varied among miRNAs. 

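The sign of the log2 fold change was the paper's for all 31 miRNAs of Table 2. At an unadjusted p under 0.05, limma called 8 of the tested miRNAs of the list higher and 5 lower with MC-RR. Over all tested miRNAs, 8 were higher and 8 lower, and 46.5% had a log2 fold change above 0. The split depended on the normalization between arrays. It was 9 higher and 3 lower with quantile normalization, 8 and 5 with median scaling, 3 and 0 with no normalization, and 8 and 4 on the deposited normalized table. It also depended on the pairing, with 11 higher and 19 lower with the replicate block and 15 and 14 with the methods' t-test paired by replicate number. Without control replicate 3 or MC-RR replicate 1, 4 were higher, and without MC-RR replicate 3, 5 were. Without control replicate 2 or 3, 3 were lower, and without MC-RR replicate 2, 5 were. The median log2 fold change of the tested miRNAs was -0.06 with cyclic loess, 0.05 with quantile normalization and -0.11 with no normalization.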

Dre-miR-146a exhibited the largest effect size (6.73-fold upregulation) in MC-RR exposed zebrafish embryos relative to controls, whereas the expression of dre-miR-190b showed the largest downregulation (4.61-fold).

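The normalized log2 signal of dre-miR-146a was 7.80 ± 0.57 (SD, n = 4) on the MC-RR arrays and 6.52 ± 0.10 (SD, n = 4) on the control arrays. Its log2 fold change was 1.27, with a standard error of 0.27, a fold of 2.42. The limma p was 0.00149, and the adjusted p was 0.279. Every MC-RR array was higher than every control array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). It was above the blank percentile on 4 of the MC-RR arrays and on 2 of the control arrays, so its fold rests on a control level near the background and on the offset. With the offset of 50, its rise was the third largest among the tested miRNAs, after dre-miR-21 at 1.47 and dre-miR-430c at 1.46. It ranked 1 with offsets of 16 and 1, with plain background subtraction and on the deposited normalized table. Plain subtraction raises values under the blank median to a floor, and dre-miR-146a lay under that median on control replicates 2 and 4. With each array left out in turn, its log2 fold change stayed between 1.00 and 1.43, and without control replicate 1 it ranked 5. The signal of dre-miR-190b, detected on 4 of the 8 arrays, was 6.57 ± 0.70 (SD, n = 4) with MC-RR and 7.40 ± 1.30 (SD, n = 4) in controls. Its log2 fold change was -0.84, with a standard error of 0.64, and the exact permutation p was 0.314. It was lower in 4 of 4 pairs of replicate numbers, and with the replicate number as a block the standard error was 0.27 and the limma p 0.0281, not under 0.05 after adjustment. dre-miR-190b ranked 10 among the miRNAs that fell, behind dre-miR-181b at -1.53, dre-miR-1 at -1.40 and dre-miR-203a at -1.40. The fall of these 3 miRNAs was mainly a loss of signal on MC-RR replicate 2. dre-miR-190b ranked 1 with plain background subtraction, on the linear scale and on the deposited normalized table. Its signal lay under the blank median on control replicate 2 and MC-RR replicates 1 and 2, where plain subtraction rests on the floor. Both replicate 4 arrays were the highest of their group for dre-miR-190b. Without control replicate 4, its log2 fold change was -0.23 and its rank 53, without MC-RR replicate 4 it was -1.18, and without both, a setting chosen after the data were seen, it was -0.59. Its rank was 17 without MC-RR replicate 1 and 4 without MC-RR replicate 2.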

**Table 2:** 31 differentially expressed miRNAs induced by MC-RR and their predicted potential target proteins (*p*<0.05).

miRNA	miRNA fold change	Target symbol	Protein fold change
dre-miR-146a	6.73	atpb	2.77
		sri	0.39
dre-miR-430c	3.69	atpb	2.77
		cct3	2.23
		ppa1	0.48
dre-miR-21	3.04	-	-
dre-miR-223	2.57	-	-
dre-miR-733	2.55	-	-
dre-miR-31	2.14	cct3	2.23
		pkm2b	0.50
dre-miR-430a	2.08	atp5a1	0.23
		cyt1	1.97
dre-miR-430j	1.92	atp5a1	0.23
		pkm2b	0.50
dre-miR-430b	1.76	pkm2b	0.50
		cyt1	1.97
dre-miR-2185*	1.67	-	-
dre-miR-150	1.58	tubb5	3.47
		ppp2r1a	0.51
dre-miR-210*	1.48	-	-
dre-miR-199	1.44	-	-
dre-miR-182	1.42	txnl1	0.49
dre-miR-203b*	1.42	-	-
dre-miR-210	1.41	-	-
dre-miR-126b	1.29	-	-
dre-miR-222	1.28	-	-
dre-miR-34	1.22	-	-
dre-miR-126b*	1.19	-	-
dre-miR-730	0.76	rpsa	0.48
dre-miR-726	0.73	-	-
dre-miR-206	0.67	bhmt	0.51
dre-miR-126	0.65	-	-
dre-miR-100	0.65	-	-
dre-miR-181c	0.64	rpsa	0.48
		ppp2r1a	0.51
dre-miR-735	0.62	-	-
dre-miR-125c	0.58	hspa8	0.44
dre-miR-125b	0.50	hspa8	0.44
dre-miR-125a	0.47	ppa1	0.48
dre-miR-190b	0.21	acta1	1.98

### Confirmatory studies on differentially expressed miRNAs by Quantitative Real-Time PCR (qPCR)

To validate the microarray data, we assayed expression levels of four miRNAs (dre-miR-125a, dre-miR-126, dre-miR-31, and dre-miR-430a) by qPCR and compared the results from the microarray and qPCR. Of the miRNAs selected for comparison, two miRNAs (dre-miR-31 and dre-miR-430a) were up-regulated whereas two miRNAs (dre-miR-125a and dre-miR-126) were down-regulated based on the results of microarray analysis. 

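The log2 signal of dre-miR-430a was 12.35 ± 0.49 (SD, n = 4) with MC-RR and 11.24 ± 0.85 (SD, n = 4) in controls. The log2 fold change was 1.11 with a standard error of 0.43, and the limma p was 0.0327 before and 0.434 after adjustment. The exact permutation p was 0.114. It was higher with MC-RR in 4 of 4 pairs of replicate numbers. Its limma p was no longer under 0.05 without control replicate 2 (log2 fold change 0.80), 3 (1.09) or 4 (1.04). Its p was also above 0.05 without MC-RR replicate 1 (0.92) or 3 (1.11), and reached 0.0889 at most. Its probe differs by 1 base from that of dre-miR-430i, so the probes can share signal. For dre-miR-125a the signal was 10.65 ± 0.97 (SD, n = 4) with MC-RR and 11.93 ± 0.20 (SD, n = 4) in controls, without overlap. The log2 fold change was -1.27 with a standard error of 0.44, and the limma p was 0.0194. The signal of dre-miR-126 was 10.48 ± 0.23 (SD, n = 4) with MC-RR and 11.14 ± 0.30 (SD, n = 4) in controls. Its log2 fold change was -0.66 with a standard error of 0.20, and every MC-RR array was lower than every control array. dre-miR-31 was near the background, at 6.51 ± 0.07 (SD, n = 4) with MC-RR and 6.25 ± 0.03 (SD, n = 4) in controls. It was above the blank percentile on 2 of the MC-RR arrays and on 0 of the control arrays, so its difference is not read as a fold change.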

The expression data obtained by qPCR analysis are comparable with the microarray analysis data (Figure 4).

**Figure 4:**
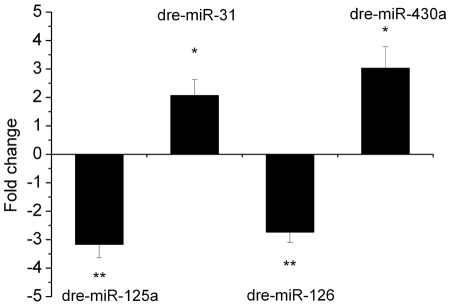
Validation of differentially expressed miRNAs in MC-RR treated embryos comparing with controls. Values represent the mean±SD of three independent samples, each run in triplicate (*indicates significant change at *p*<0.05, **indicates significant change at *p*<0.01).

### Overexpression of miR-126 in MC-RR treated zebrafish embryos

MiR-126 which has been proved to contribute to the ISVs formation was chosen for further study. The expression of miR-126 is detected in the three groups (MC-RR group, MC-RR+miR-126-DP group and MC-RR+NC group) at 48 hpf. Coinjection of miR-126 duplex (5 µM) with MC-RR resulted in an almost 19-fold increase of miR-126 levels compared with controls, while the expression of miR-126 in MC-RR+NC group showed no significant alteration in miR-126 expression level compared to MC-RR group (Figure 5A). MiR-126-DP co-injected with MC-RR into embryos could slightly rescue the ISV formation. Coinjection resulted in just a little increase (∼8%) in the number of complete ISVs compared with MC-RR groups (Figure 5B).

**Figure 5:**
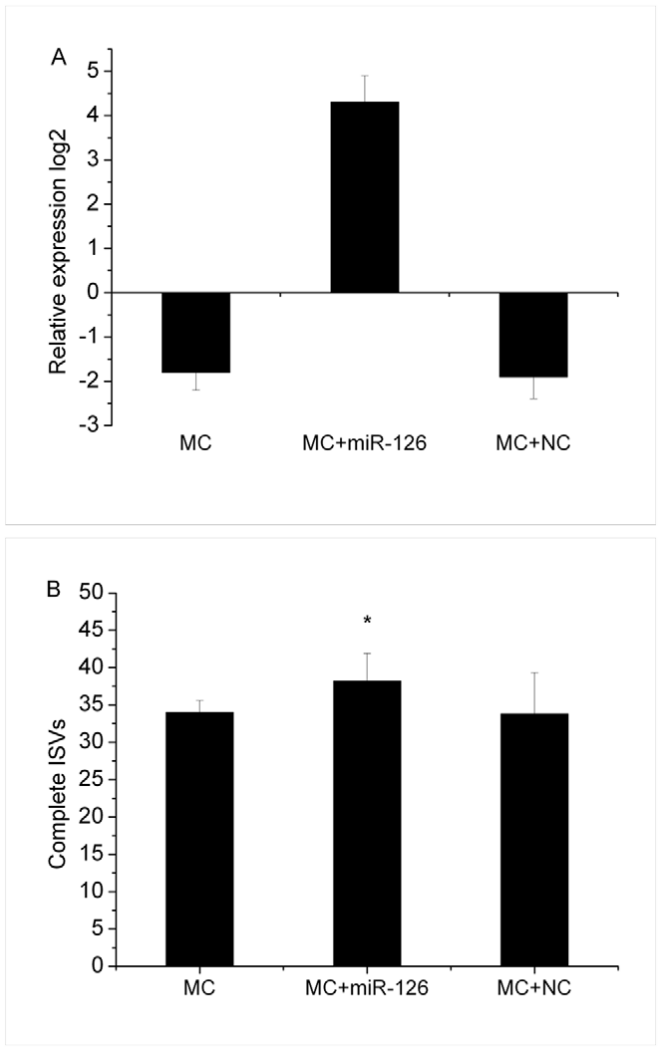
MiR-126 overexpression in MC-RR treated zebrafish embryos. (A) The relative expression level of miR-126 in three groups (MC-RR group, MC-RR+miR-126-DP group and MC-RR+NC group). (B) miR-126-DP co-injected with MC-RR into embryos could slightly rescue the ISV. Values represent the mean±SD of three independent samples, each run in triplicate. (*indicates significant change compared to control at *p*<0.05).

### 2-DE and mass spectrometry identifies proteins affected by MC-RR injection

Most miRNAs could bind to their target mRNAs imperfectly to repress protein translation. In this study, protein level was investigated by 2-DE and MALDI-TOF-MS /MS analysis. A twofold change cutoff was used as the criterion for differential expression of proteins. Compared with the gels from the controls, 78 protein spots were found to have been significantly altered by the effects of MC-RR. A total of 38 protein spots were selected for protein identification based on spot intensity and spot integrity (Figure 6). After careful manual extraction, the protein spots were subjected to MALDI-TOF-mass specrometry (MS)/MS analysis. After a PMF search in the NCBI nr database, 32 spots were successfully identified. MC-RR exposure resulted in up-regulation of 7 proteins and down-regulation of 25 proteins. The protein codes, accession numbers, descriptions, and fold changes are listed in Table S1.

**Figure 6:**
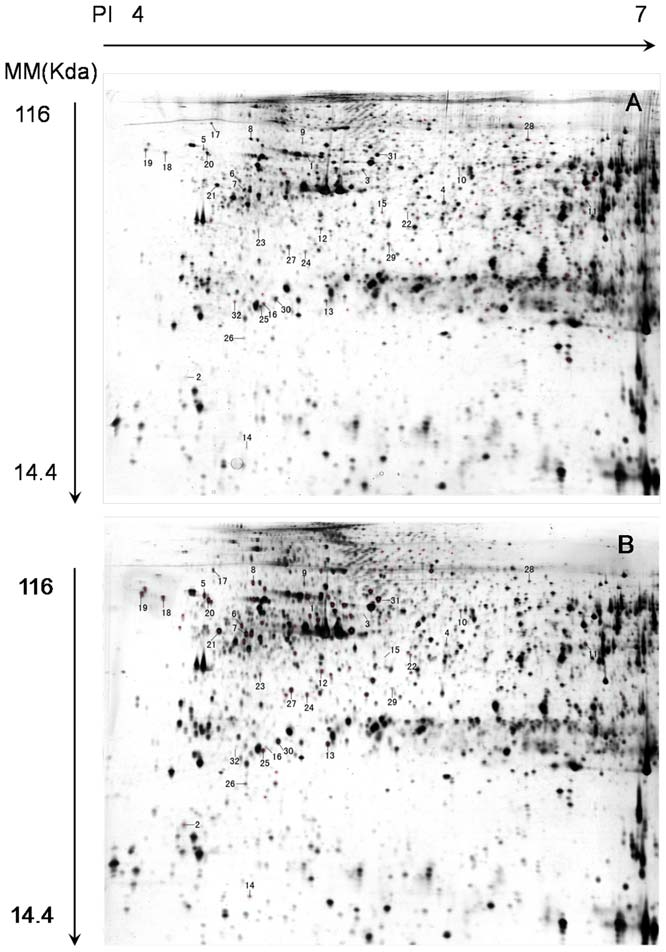
Representative 2-DE gels of the protein profiles obtained from the MC-RR-treated zebrafish larvae 72 hpf. (A) 2D gel image with proteins expressed in the control condition; (B) 2D gel image with proteins expressed in the MC-RR-treated condition. The proteins of the samples were separated on a pH 4–7 liner IPG strip, followed by 12.5% SDS-polyacrylamide gel and silver staining. The cross and number indicate spots with significant changes in intensity (*p*<0.01, Student's t-test in three independent gels). Each experiment was conducted independently at least three times, and an image taken from one representative experiment is shown.

## Discussion

As toxic cyanobacterial blooms frequently occur in lakes, rivers or ponds throughout the world, the potential risk of MCs exposure to pregnant women and their offspring should not be neglected. In metazoans, early embryonic patterning and organ morphogenesis involve complex cellular, and developmental processes depend on precise spatiotemporal regulation of mRNA and protein levels of key regulatory factors [21]. Animal development is an extremely robust process resulting in stereotyped outcomes. So when the extremely robust process was disturbed, developmental defects of animals may occur. Regulation by miRNAs was considered to play essential roles in embryonic development [22], [23], [24]. Giraldez et al. [18] demonstrated that absence of mature miRNAs leads to morphological defects and the subsequent death of larvae. So it becomes intriguing whether and how miRNAs contribute to abnormal development in animals exposed to environmental pollutants.

In the present studies, after microinjected MC-RR directly into embryos, we observed that MC-RR dose-dependently decreased the survival rates and increased malformation rates of embryos, and that MC-RR caused various embryo abnormalities including loss of vascular integrity and hemorrhage. MC-RR has specific toxicity to liver of adults, however, its influence on liver development in embryos of zebrafish was not obviously detected in current study. These suggest that the adverse effects of MC-RR on embryos of zebrafish were multiple and complicated and differed with developmental stages. These developmental defects indicate that MC-RR affected upstream factors mastering the embryonic development and subsequent organogenesis [11].

This study is the first to find MC-responsive miRNAs in animals. We observed significantly changed expressions of 31 miRNAs in embryo of zebrafish exposed to MC-RR at 72 hpf. 

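Outside Table 2, no miRNA passed the adjusted threshold, and the smallest unadjusted p values were taken instead. Lower with MC-RR were dre-miR-181a (log2 fold change -1.12), dre-miR-96 (-0.56) and dre-miR-183 (-0.52), with limma p of 0.0209, 0.0239 and 0.0442. Higher were dre-miR-430i (1.04), dre-miR-22a (0.38) and dre-miR-27e (0.27), with limma p of 0.0788, 0.114 and 0.132. Their adjusted p were between 0.427 and 0.774. Each of the higher ones reached an unadjusted p under 0.05 without 1 array, with log2 fold changes in parentheses. dre-miR-430i did without control replicate 1 (1.45), dre-miR-22a without control replicate 2 (0.51) and dre-miR-27e without MC-RR replicate 3 (0.39). dre-miR-181a lost signal on MC-RR replicate 2. Of the 3 lower miRNAs, dre-miR-181a was not under 0.05 without control replicate 2 (-0.93), and dre-miR-96 was not without control replicate 2 (-0.49), control replicate 3 (-0.50), MC-RR replicate 2 (-0.45) or MC-RR replicate 4 (-0.52). dre-miR-183 was not under 0.05 without control replicate 1 (-0.36), 2 (-0.53) or 3 (-0.56), or MC-RR replicate 1 (-0.58), 3 (-0.47) or 4 (-0.40). Of the 17 other alternatives set in advance, 10 took dre-miR-183 above 0.05, 4 dre-miR-96 and 2 dre-miR-181a. The log2 fold change of dre-miR-183 was -0.23 with quantile normalization. With the replicate number as a block, 21 of the tested miRNAs of Table 2 had an unadjusted p under 0.05.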

A number of studies have demonstrated the important roles of particular miRNAs in specific processes during development in zebrafish though most miRNAs functions are still unknown. 

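The miR-430 family was represented by 5 tested probes, and the mean of their normalized log2 signals was 11.37 ± 0.37 (SD, n = 4) with MC-RR and 10.29 ± 0.71 (SD, n = 4) in controls. The mean log2 fold change was 1.08. The rotation test fry of limma, two-sided, gave a p of 0.0351. The exact permutation test on the family mean gave p = 0.0571. In limma, 4 of its members had an unadjusted p under 0.05. The miR-125 family, with 3 tested probes, had a mean signal of 10.51 ± 0.92 (SD, n = 4) with MC-RR and 11.62 ± 0.34 (SD, n = 4) in controls. The mean log2 fold change was -1.11, the fry p was 0.0606 and the exact permutation p was 0.0286. The set test camera with its preset correlation gave p of 5.66e-07 and 0.00223. With an estimated correlation the camera p were 0.0373 and 0.0960, so that the call for the miR-125 family held under neither fry without a block nor the estimated correlation, and that for the miR-430 family held under both. With the replicate number as a block, the fry p was 0.0158 for the miR-430 family and 0.0477 for the miR-125 family. Members of a family differ by as little as 1 base and are not independent. The fry p for the miR-430 family was above 0.05 without control replicate 2 (mean log2 fold change 0.78), 3 (1.06) or 4 (1.08). It was also above 0.05 without MC-RR replicate 1 (0.93), 2 (1.16) or 3 (1.07), and reached 0.0843 at most. The fry p for the miR-125 family fell under 0.05 without MC-RR replicate 1 (mean log2 fold change -0.67), 3 (-1.32) or 4 (-1.31). The direction of both families was kept under each normalization tried.

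**Figure D2:**
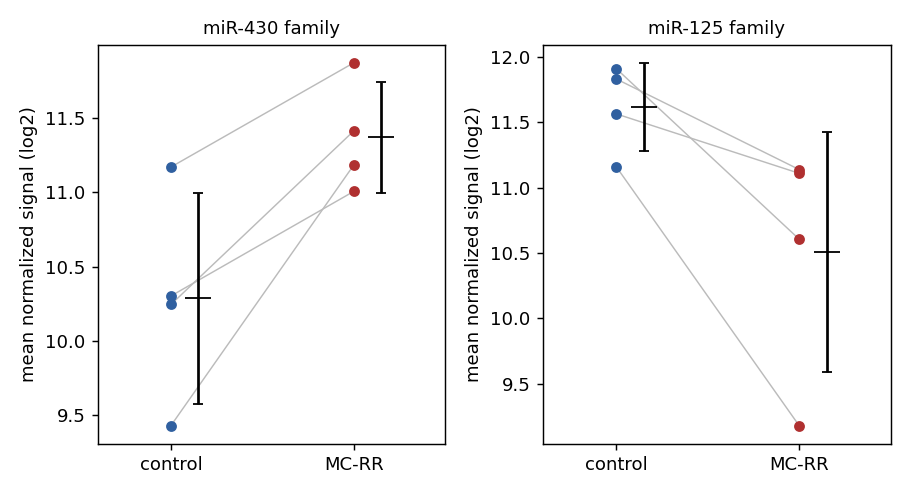
Mean normalized log2 signal of the tested probes of the miR-430 and miR-125 families on each array (points), with the group mean and SD, where lines join arrays of one replicate number. The miR-430 mean was 11.37 with MC-RR and 10.29 in controls, and the miR-125 mean was 10.51 and 11.62.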

In the present studies, expression changes in miR-430 and miR-125 families were quite significant. Giraldez et al. [18] observed that injection of miR-430 rescues the early morphogenesis defects in dicer mutants. So the high expression of miR-430 family here may be the organism's strategy to rescue the impairment or to balance the disorders of miRNAs and their target system caused by MC-RR. It has been demonstrated that miR-125b is an important negative regulator of p53 and p53-induced apoptosis during development as well as in stress response [25]. The aberrant expression of these typical miRNAs in the present study indicates that MC-RR has significant influence on these important regulation factors and certainly on most cellular process during development of embryos.

We also for the first time detected the decreased number of complete ISVs in embryos after MC-RR exposure. 

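The limma p of dre-miR-126 was 0.00955 before and 0.427 after adjustment, and it was lower with MC-RR in 4 of 4 pairs. With each array left out in turn, its log2 fold change lay between -0.76 and -0.53. Without pairing, its p was above 0.05 with quantile normalization (-0.60), median scaling (-0.54), no normalization (-0.65) and the deposited normalized values (-0.63). With the replicate number as a block, the limma p of dre-miR-126 was 0.0011 before and 0.0958 after adjustment. On the deposited normalized values, the methods' t-test gave 0.0627 unpaired and 0.000348 paired by replicate number. Both of these were chosen after the data were seen. dre-miR-31 was not tested with the detection filter. Without the filter, its limma p was 0.00427 and its adjusted p 0.442, and the exact permutation p was 0.0286.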

MiR-31 and miR-126, two miRNAs that have been proved to contribute to vascular development were significantly altered in the present study. Pedrioli et al. [26] observed that over-expression of miR-31 reduce venous sprouting of zebrafish embryo. MiR-126 regulates vascular endothelial growth factor (VEGF)-dependent PI3 kinase and MAP kinase signaling by directly targeting PI3KR2 and SPRED1, two negative regulators of the VEGF signaling pathway, respectively, knockdown of miR-126 in zebrafish results in loss of vascular integrity and hemorrhage during embryonic development [27]. Thus, in the present study, the upregulation of miR-31 and downregulation of miR-126 may be related to the vascular defects of embryos caused by MC-RR exposure (Figure 7). Furthermore, to verify this hypothesis, we performed a rescue experiment for testing whether the deficit in ISV formation is related to the altered expression of miR-126 induced by MC-RR. 

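Of the other miR-126 probes on the chip, the log2 fold change was 0.01 for dre-miR-126*, 0.21 for dre-miR-126b and 0.13 for dre-miR-126b*. Their limma p were 0.981, 0.363 and 0.628. dre-miR-126* was above the blank percentile on 1 of the control arrays and on 3 of the MC-RR arrays. Its value therefore lies near the background and does not show that it was unchanged. Both dre-miR-126b and dre-miR-126b* were higher in 4 of 4 pairs of replicate numbers. With the methods' t-test paired by replicate number, an alternative set in advance, p was 0.0387 for dre-miR-126b and 0.00686 for dre-miR-126b*, and with the replicate number as a block in limma it was 0.0861 and 0.209. The difference of these from dre-miR-126 was not tested. The sequence listed for dre-miR-126b* lies within that of dre-miR-126b, so both probes report the same arm. Over the shared length, the sequence of dre-miR-126 differs from that of dre-miR-126b by 1 base, so these probes can share signal. The log2 fold change of dre-miR-126* depended on single arrays and was negative without control replicate 1 (-0.16), 2 (-0.13) or 3 (-0.16), or MC-RR replicate 4 (-0.37). Both replicate 4 arrays were the highest of their group for dre-miR-126b*, and without MC-RR replicate 4 alone the log2 fold change of dre-miR-126b* was negative (-0.07). With the block and both replicate 4 arrays left out, a setting chosen after the data were seen, it was 0.082. From the rise of miR-31 and the fall of miR-126 in exposed embryos and their roles in vessel development, the paper proposes a relation to the vascular defects of the embryos (Figure 7).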

We co-injected miR-126 duplex with MC-RR into the embryos and found that miR-126 overexpression could only slightly rescue the ISV phenotype. As we known, miRNAs that have been identified in zebrafish is very limited and the function of most miRNAs still remains unknown. It is possible that except miR-126 and miR-31 there are other known or unknown miRNAs contributing to the formation of ISVs. All miRNAs are required but not sufficient individually to precisely regulate the ISVs formation. In addition, other factors besides miRNAs might have contributed together to the defects of ISV formation post MC-RR exposure. So this is an intriguing question and further researches will be done in our future work.

**Figure 7:**
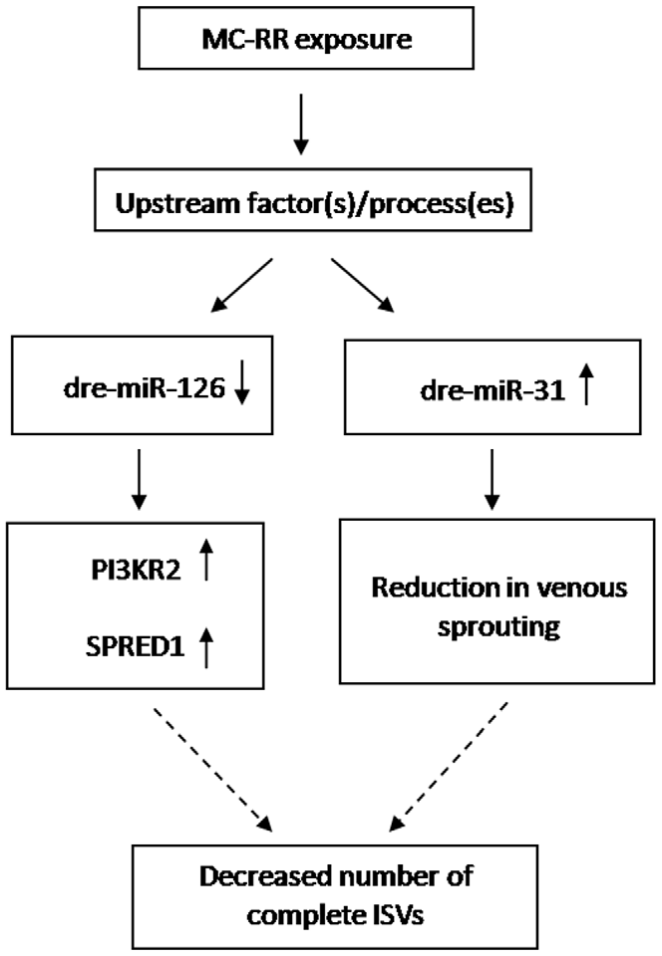
A proposed model showing the mechanisms of MCs-induced vascular defects. MC-RR exposure caused aberrant expression of dre-miR-126 and dre-miR-31. Downregulation of dre-miR-126 can resulted in the upregulation of PI3KR2 and SPRED1, two negative regulators of the VEGF signaling pathway, upregulation of dre-miR-31 can lead to reduced venous sprouting. Dre-miR-126 and dre-miR-31 pathways may together cause significantly decreased number of complete ISVs in zebrafish embryos. In this model, continuous lines show steps confirmed in this study or elsewhere; the dashed lines represent processes that have not been proved by direct evidence.

Although mRNAs are the direct targets of miRNA, it is of great importance to further consider the alteration of the final product of gene regulation - protein. MC-RR significantly reduced the expression of a number of proteins involved in energy metabolism, cell division, protein synthesis, cytoskeleton maintenance, response to stress and DNA replication. Several proteins were predicted to be regulated by the differentially expressed miRNAs after MC-RR treatment. Among these putative MC-responsive miRNA-target pairs, 9 pairs of miRNAs and proteins were coherently expressed (e.g. miRNA expression was active and target transcription was repressed) while other 15 pairs were incoherently expressed (e.g. both miRNA expression and target transcription were repressed) (Table 2). This could be due to the different architectures of miRNA-target network and the different regulation of transcription factors [28]. 

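Setting the direction of each miRNA on the arrays beside the paper's direction of the protein in Table 2, 10 of the 24 pairs went in opposite directions and 14 in the same direction. In 9 pairs the miRNA was higher and the protein lower, and in 1 pair the miRNA was lower and the protein higher. In 7 pairs both were higher and in 7 both were lower. The pairs hold 15 miRNAs and 14 proteins. Restricted to the 16 pairs whose miRNA had an unadjusted p under 0.05 in limma, 7 were opposite and 9 the same. The protein directions are the paper's.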

The relationship between protein expression and miRNA regulation may be complicated. One miRNA could regulate the expressions of a distinct set of proteins, and meanwhile a protein may be regulated by several miRNAs. So the expression level of a protein can be affected by the combined effects of several miRNAs, some of which may be up-regulated (that will result in the reduction of protein expression) and the others may be down-regulated (which may increase the expression of protein) after toxin treatment. So the combined effects of these miRNAs to the expression of one protein are quite uncertain. In addition, the expression of proteins in embryos could also be affected by other factors after toxin treatment in the present study. So, although a number of miRNAs and proteins affected by MC-RR were computationally predicted to be potential target pairs, the expressions of proteins and related miRNAs could still be coherent or incoherent. These proteins and the related miRNAs affected by MC-RR are involved in regulation of multiple signaling pathways mainly including metabolism and cell signaling, such as glycolysis, oxidative phosphorylation, glycine, serine and threonine metabolism and Wnt signaling (Table 3). Wnt signaling is demonstrated to be indispensable for orchestrating the complex cell behaviors that occur throughout development [29]. At the cellular level, all developmental processes are ultimately controlled by the cooperative actions of different signal transduction pathways [30]. Therefore, altering the expression of miRNAs involved in the regulation of various molecular pathways might be the very first and crucial event in embryos in response to MC exposure. The putative miRNA and target proteins pairs may offer a special MC-responsive biomarker in embryos.

**Table 3:** List of pathways involved in MC-RR induced toxicity in embryos.

Pathways	p-Value	Proteins
Cell communication	2.16E-07	Krt4; Krt5; Cyt1
Carbon fixation	1.50E-05	Pkm2b; Pgk1
Glycolysis	6.90E-05	Pkm2b; Pgk1
Ribosome	8.63E-05	Rpsa; Rplp0
Cytoskeletal regulation by Rho GTPase	1.72E-04	Tubb2c; Tubb5
Oxidative phosphorylation	3.89E-04	Atp5a1; Atpb
Wnt signaling pathway	6.54E-04	Ppp2r1a; Gnb1l
Glycine, serine and threonine metabolism	0.005593	Bhmt
Methionine metabolism	0.005836	Bhmt
Pyruvate metabolism	0.007532	Pkm2b
TGF-beta signaling pathway	0.019571	Ppp2r1a
Purine metabolism	0.022917	Pkm2b
MAPK signaling pathway	0.040434	Hspa8

The toxicity pathways were involved by differentially expressed proteins induced by MC-RR with *p*-values<0.05.

Based on the above results and discussion, we suggest that miRNA and their miRNA-target circuitry disturbance may contribute to MC-RR caused developmental toxicity. Then how this happened? There are two possible mechanisms. First, miRNAs may work similarly as developmental switches so that people could necessarily observe a striking phenotype in the absence of miRNAs [28]. Such as miRNA-126 and miRNA-31 that are demonstrated to be crucial for the vascular development in embryos of zebrafish. Second, miRNAs may have other common functions, serving a different purpose from primary gene regulation. Most differentially expressed miRNAs and potential target proteins caused by MC-RR might have these functions. These two types of mechanisms may work together to regulate the whole developmental process of embryos. Therefore, when the milieu of miRNA and the target system is disturbed, the genetic network may be challenged. That is possibly why we observed the developmental toxicity in such a wide manner in embryos of zebrafish after MC-RR exposure. MCs may influence animal development through diverse regulatory pathways. Bartel and Chen [31] pointed out that post-transcriptional control could be more responsive than transcriptional control. It is suggested that miRNA-target circuitry has evolved under stabilizing selection to provide robustness to genetic networks for reducing phenotypic variability in the population [28], [32]. Thus, disturbing miRNA-based gene-regulatory system would be more powerful for MCs to influence developmental processes of animals.

### Conclusion

We for the first time integrated post-transcriptomic, proteomic and bioinformatics analysis to explore molecular mechanisms for the toxicity of MCs on embryo of zebrafish. MC-RR dose-dependently decreased survival rates and increased malformation rates of embryos. Several aberrantly expressed miRNAs and the proteins were predicted to be potential MC-responsive miRNA target pairs by bioinformatics analysis, which are directly or indirectly involved in various molecular processes/pathways and are crucial for embryonic development. These provide a molecular mechanism for the embryonic developmental toxicity of MCs and may be helpful to predict risk of MCs to human health in the future.

## Materials and Methods

### Zebrafish maintenance and embryo collection

Mature wild-type AB strain and Tg-(flk:GFP) zebrafish (about 8 month old) were maintained at 28±0.5°C in a 14 h: 10 h light: dark cycle in a continuous flow-through system in charcoal-filtered tap water. The fish were fed twice daily with *Artemia nauplii.* Embryos were collected at 15–20 min intervals after spawning, washed and incubated in Ringer's solution (116 mM NaCl, 2.9 mM KCl, 1.8 mM CaCl_2_ and 5 mM HEPES) at 28.5°C until use. All chemicals were from Sigma (St Louis, MO) unless otherwise stated.

### MC-RR exposure

MC-RR (purity >95%) standards was purchased from Sigma Chemical (St. Louis, MO, U.S.A.), dissolved in 0.8% saline solution at different concentrations. To determine Median lethal dose (LD_50_) and to select relevant MC-RR exposure dose for the following experiments, zebrafish embryos were exposed to MC-RR by microinjection at a range of doses (12–48 µM). Three replicate treatments (3×30 embryos) were exposed to each dose. Observations for morphologic effects were made; any dead larvae were counted and removed. The average proportion of larvae responding for a given end point was calculated for each dose. LD_50_ was calculated from a linear regression of log-probit transformations of the dose-response data [33]. All of the experimental researches on zebrafish were performed with the approval of the animal ethics committee in the Institute of Hydrobiology, Chinese Academy of Sciences (Study ID#O91105-1-201).

### Microinjection procedures

Glass capillaries of 1.14 mm O.D. and 0.5 mm I.D. (World Precision Instrument Inc., Sarasota, FL) were pulled using a horizontal puller (P-97, Sutter Instrument, Navato, CA). Embryos at desired stages as judged according to Kimmel et al [34] were immobilized at an injection trough on a 100 mm 2% agar plate. We microinjected 2 nL volume of MC-RR into the yolk of 2–4 cell stage embryos by using a picoliter injector (Harvard instruments). After injection, embryos were recovered from injection troughs and cultured in Ringer's solution at 28.5°C until use.

### Effect of MC-RR on survival and malformation

To analyze the dose-dependent survival and malformation status of MC-RR, we injected embryos with different doses of MC-RR of 0.2 LD_50_, 0.4 LD_50_ and 0.8 LD_50._ The time point at which specific embryonic structures were formed were compared with those described in an established atlas for normal zebrafish development [34]. The embryos were examined under a Leica mz125 microscope at 24, 48 and 72 hpf to screen for morphological abnormalities, and the survival status was recorded on the total of 30 embryos initially in each treatment.

### Protein Extraction

Protein extraction was performed according to Shi et al [35] with slight modification. At 72 hpf, approximately 200 zebrafish larvae were homogenized by a power homogenizer in 500 µl lysis buffer containing 7 M urea, 2 M thiourea, 4% 3-[(3-chola-midopropyl) dimethylammonio]-1-propanesulfonate (CHAPS), 1% wt/vol dithiothreitol (DTT), 40 mM Tris base, 1% protease inhibitor cocktail, 0.5 µl benzonase (25 U/µl, >99% purity; Novagen, Madison, WI), and 20 µl/ml Bio-Lytes 3/10. Then, the samples were disrupted by intermittent sonic oscillation for 5 min and incubated on a shaker for 30 min at 4°C. Insoluble particles were removed by centrifugation at 12,000×g for 1 hour at 4°C, then the supernatants were collected. Four volumes of 100% ice-cold acetone were added into 1 vol of supernatant. The samples were precipitated at −20°C for 1 h and then centrifuged at 12,000×g for 15 min at 4°C. The supernatants were discarded and the protein pellets were dissolved in a protein solution buffer (7 M urea, 2 M thiourea, 4% CHAPS, 1% wt/vol DTT, and 0.5% Immobilized pH Gradient (IPG) buffer). Protein concentrations were determined using the Bradford assay [36].

### 2-DE analysis

350 µg of each protein sample was mixed with a rehydration buffer (7 M urea, 2 M thiourea, 4% CHAPS, 1% wt/vol DTT, 0.5% IPG buffer, and a trace of bromophenol blue) and then loaded onto IPG strips (pH 4–7, 18 cm, Bio-Rad). Isoelectric focusing (IEF) was performed in IPG strips (pH 4–7, 18 cm, Bio-Rad) on a PROTEAN IEF cell system (Bio-Rad). After the IEF program, the strips were equilibrated in an IPG equilibration buffer (6 M urea, 2% SDS, 30% glycerol, 0.375 M Tris, pH 8.8, 20 mg/ml DTT, and a trace of bromophenol blue) and then alkylated (25 mg/ml iodoacetamide instead of DTT in an equilibration buffer) for 15 min each. Subsequently an 11.25 % SDS-PAGE second dimension was performed with a PROTEAN II MULTIP CELL (Bio-Rad). Electrophoresis was carried out at 20 milliamperes per gel for 40 min, followed by separation at 30 milliamperes per gel until the dye front had nearly reached the bottom. The protein spots were visualized via silver staining. Two-dimensional gels were performed in triplicate and from three independent protein extractions for each group.

### Image Acquisition and Analysis

The gel images were captured on a Calibrated Densitometer GS-800 (Bio-Rad). PDQuest gel image analysis (Bio-Rad) software was used to match and analyze the images. The protein spots were detected automatically and then edited manually to remove streaks, speckles, and artifacts. The quantification of the proteins was expressed as the volume of spots, which was determined in comparison with the total volume of all the spots within the gel. Only protein spots showing a significance (*p*<0.05) and at least a 2.0-fold difference in abundance (ratio of mean normalized spot volume of treated *versus* control groups) were considered as up- or down- regulated.

### Mass spectrometric analysis

The protein spots of interest were selected and washed twice using 200 mM ammonium bicarbonate in 50% acetonitrile/water for 45 min at 37°C, then dehydrated using acetonitrile and spun dry. The dried gel bands were rehydrated in a minimal volume of 25 mM ammonium bicarbonate buffer that contained 10 ng/µL modified trypsin (Promega, Madison, WI) and incubated overnight at 37°C. Matrix-assisted laser desorption/ionization-time of flight (MALDI)-TOF experiments were performed on an Ultraflex TOF-TOF instrument (Bruker Daltonic, Bremen, Germany). The instrument was set in re flector mode. Protein identification was carried out using a combination of PMFs and peptide fragmentation patterns as inputs to search the National Center for Biotechnology Information (NCBI) nonredundant (nr) database using the Mascot search engine (www.matrixscience.com).

### MiRNA microarray assay

Microarray assay was performed using a service provider (LC Sciences). The assay started from 2 to 5 µg total RNA sample, which was size fractionated using a YM-100 Microcon centrifugal filter (from Millipore) and the small RNAs (<300 nt) isolated were 3′-extended with a poly(A) tail using poly(A) polymerase. An oligonucleotide tag was then ligated to the poly(A) tail for later fluorescent dye staining; Hybridization was performed overnight on a µParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies). 

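The deposited scanner output lists 248 zebrafish miRNA probes with 10 spots each, 99 customer-defined probes, 6 probes for 5S rRNA, 43 other control probes and 206 blank spots per array. Of the control and customer-defined probes, 25 passed the detection filter. Worm miRNA probes, 13 in number, gave a measure of signal without target. The median coefficient of variation between the spots of a probe was 9.03%.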

On the microfluidic chip, each detection probe consisted of a chemically modified nucleotide coding segment complementary to target miRNA (containing 248 unique zebrafish mature miRNAs from miRBase, http://microrna.sanger.ac.uk/sequences/) and other RNA (50 controls and 99 customer defined sequences) and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by in situ synthesis using PGR (photogenerated reagent) chemistry. The hybridization melting temperatures were balanced by chemical modifications of the detection probes. Hybridization used 100 µL 6xSSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. After hybridization detection used fluorescence labeling using tag-specific Cy5 dyes. Hybridization images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Data were analyzed by first subtracting the background and then normalizing the signals using a LOWESS filter (Locally-weighted Regression). 

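The deposited normalized table gives 1 intensity per probe on a linear scale, already background-subtracted and normalized by the service provider. Its medians were 72.1, 56.3, 67.5 and 103 on control replicates 1 to 4 and 71.6, 51.7, 67.7 and 99.3 on the MC-RR replicates. Each column correlated with the scanner output of its own array at a Spearman's rho between 0.997 and 0.999 and with the closest other array at 0.868 to 0.978, across probes. The ratio of arithmetic means of this table was within 0.02 of the fold in Table 2 for 28 of the 31 miRNAs. The largest difference was 0.110, for dre-miR-146a.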

We have deposited the raw data at GEO under accession number GSE29329, we can confirm all details are MIAME compliant.

### MiRNA expression analysis by qPCR

MiRNA expression was quantified using the NCode™ SYBR® Green miRNA RT-PCR kit (Invitrogen) according to the manufacturers' instructions. One microgram of total RNA was used for cDNA synthesis. Reverse transcriptions were carried out in triplicate and analyzed using a Chromo4 Real-Time Detection System (MJ Research, Cambridge, MA). The relative quantification values for each miRNA were calculated by the 2^−ΔΔCt^ method [37] using 5S rRNA as an internal reference. The efficiencies of the two primer sets are approximately equal and that they are close to 1.

### MiR-126 overexpression in MC-RR treated zebrafish embryos

MiR-126 was previously proved to contribute to vascular development. Therefore, we performed a rescue experiment for testing whether the deficit in ISV formation is related to the altered expression of miR-126 induced by MC-RR. Synthetic miRNA duplex of miR-126 (miR-126-DP) and negative control miRNA duplex (NC) were purchased from Dharmacon (Dharmacon Inc., Lafayette, CO, USA). MiR-126-DP and NC sequences are UCGUACCGUGAGUAAUAAUGC and UUGUACUACACAAAAGUACUG. For miR-126 overexpression, three different groups were set for microinjection: 1. MC-RR; 2. MC-RR+miR-126-DP; 3. MC+NC group. MiR-126-DP and NC-DP were co-injected with MC-RR into one-cell-stage of Tg-(flk:GFP) zebrafish embryos, respectively. MC-RR was injected at 14.4 µM; MiRNA duplexes were injected at 4–10 µM. For each group, ∼100 eggs were injected, and the embryos with complete ISVs were counted under the fluorescence micrcscope. All experiments were performed in triplicate and the number of ISVs was counted on the total of 50 embryos initially in each group. The quantitative RT-PCR was performed to determine the expression levels of miR-126 in each group.

### Bioinformatics and Statistical Analysis

The classification and functions of the proteins identified were obtained by searching Gene Ontology (www.geneontology.org). Predicted mRNA targets were obtained by combining a variety of currently available prediction algorithms miRanda (http://cbio.mskcc.org/cgi-bin/mirnaviewer/mirnaviewer4.pl) and miRBase (http://www.mirbase.org/). Toxicity pathways were identified by using KEGG PATHWAY (http://www.genome.jp/kegg/pathway.html), PANTHER (http://www.pantherdb.org/genes/) and molecule annotation system (MAS 3.0) (http://bioinfo.capitalbio.com/mas3/).

A two-tailed Student's t-test was used to determine the significant differences between the control and exposure groups. 

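On the deposited normalized table, over all 248 zebrafish miRNAs on the log2 scale, the methods' t-test called 13 miRNAs at an unadjusted p under 0.05, 9 of them in Table 2. As a paired test by replicate number it called 33, among them all 31 of Table 2. After Benjamini-Hochberg adjustment the numbers were 0 and 2. The use of these tests on this table was chosen after the data were seen, and the paired test on the scanner output was set in advance. The methods do not name a pairing, and the description deposited with the series speaks of paired treated and control embryos. As the unpaired test called only 9 of the 31, these values argue against it, on the log2 scale of this table, as the source of Table 2. The paired test called all of them.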

Statistical analysis was performed using SPSS 13.0 software (SPSS, Chicago, IL), and *p*<0.05 was considered to be a statistically significant difference.

## Supporting Information

Table S1 Altered expression of proteins in embryos of zebrafish after MC-RR treatment.
(DOC) Click here for additional data file.

# Supplementary material for: Analysis of MicroRNA Expression in Embryonic Developmental Toxicity Induced by MC-RR
**Source:** PLoS One. 2011 Jul 29;6(7):e22676. doi: 10.1371/journal.pone.0022676
**Supplement:** Table S1 — Altered expression of proteins in embryos of zebrafish after MC-RR treatment.

**Table S1. Altered expression of proteins in embryos of zebrafish after MC-RR treatment.**

| **No. on gel** | **Accession no.** | **Identification** | **Fold change** | **Mw (kDa):** | **pI** | **Sequence coverage %** | **Score** | **Decription** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | gi|41054233 | Tubulin, alpha4 like (Tuba4l) | 0.50 | 50.92 | 5 | 17% | 123 | microtubule-based process, microtubule-based movement |
| 2 | gi|295314924 | Tubulin beta  (Tubb2c) | 0.18 | 6.933 | 9.9 | 55% | 195 | microtubule-based process, microtubule-based movement |
| 3 | gi|38488747 | Tubulin, beta 5  (Tubb5) | 3.47 | 50.1 | 4.8 | 11% | 93 | microtubule-based process, microtubule-based movement |
| 4 | gi|18858249 | Actin, alpha 1  (Acta1) | 1.98 | 42.29 | 5.2 | 26% | 389 | muscle thin filament assembly; skeletal muscle fiber development |
| 5 | gi|94733727 | Tumor rejection antigen (Gp96) 1  (Hsp90b1) | 0.19 | 91.4 | 4.8 | 16% | 404 | protein folding, response to stress |
| 6 | gi|226823315 | hsp90ab1 Heat shock protein HSP 90-beta  (Hsp90ab1) | 0.33 | 83.7 | 4.9 | 17% | 452 | protein folding, response to stress |
| 7 | gi|160333682 | Heat shock cognate 71 kDa protein  (Hspa8) | 0.44 | 71.16 | 5.2 | 17% | 386 | response to stress |
| 8 | gi|148725496 | Protein phosphatase 2 (Formerly 2A), regulatory subunit A, beta isoform  (Ppp2r1a) | 0.51 | 66.18 | 4.9 | 29% | 360 | binding |
| 9 | gi|41393119 | Transitional endoplasmic reticulum ATPase  (Vcp) | 0.38 | 90 | 5.1 | 19% | 97 | nucleotide binding, ATP binding, hydrolase activity, nucleoside-triphosphatase activity |
| 10 | gi|51011067 | Pyruvate kinase  (Pkm2b) | 0.50 | 67.38 | 7.6 | 21% | 140 | glycolysis |
| 11 | gi|60279651 | Betaine--homocysteine S-methyltransferase 1  (Bhmt) | 0.51 | 44.67 | 6.7 | 26% | 447 | methionine biosynthesis |
| 12 | gi|220678153 | Pyrophosphatase (Inorganic) 1  (Ppa1) | 0.48 | 33.22 | 5.2 | 23% | 108 | Oxidative phosphorylation |
| 13 | gi|37722017 | Ubiquitin C-terminal hydrolase L1  (Uchl1) | 0.42 | 24.63 | 5.2 | 34% | 201 | ubiquitin-dependent protein catabolism |
| 14 | gi|116325975 | ATP synthase subunit alpha, mitochondrial  (Atp5a1) | 0.23 | 59.88 | 9.1 | 10% | 369 | ATP biosynthesis, ion transport, ATP synthesis coupled proton transport |
| 15 | gi|41388972 | Phosphoglycerate kinase  (Pgk1) | 3.93 | 45.16 | 6.5 | 18% | 422 | phosphoglycerate kinase activity, glycolysis |
| 16 | gi|66773080 | ATP synthase subunit beta, mitochondrial  (Atpb) | 2.77 | 25.13 | 4.9 | 15% | 251 | ATP biosynthesis, ion transport, ATP synthesis coupled proton transport |
| 17 | gi|33585483 | Ubin protein  (Ubin) | 0.48 | 53.15 | 4.8 | 25% | 210 | protein modification |
| 18 | gi|41054373 | Calreticulin, like 2  (Calrl2) | 0.42 | 49.04 | 4.4 | 21% | 342 | calcium ion binding, protein folding |
| 19 | gi|46309515 | CLIP-associating protein 2  (Clasp2) | 0.31 | 141.2 | 9 | 8% | 59 | cell cycle, mitosis, cell division |
| 20 | gi|88930443 | Histone-binding protein RBBP4  (Rbb4) | 0.39 | 47.62 | 4.7 | 25% | 90 | DNA replication, chromatin remodeling, transcription, cell cycle, |
| 21 | gi|41054972 | 40S ribosomal protein SA  (Rpsa) | 0.48 | 23.68 | 6.9 | 27% | 292 | structural constituent of ribosome, protein biosynthesis |
| 22 | gi|41386743 | Eukaryotic translation elongation factor 2, like  (Eef2l) | 0.37 | 96.46 | 6.3 | 5% | 148 | translation elongation factor activity, GTPase activity, GTP binding |
| 23 | gi|41053764 | Thioredoxin-like 1  (Txnl1) | 0.49 | 32.44 | 4.8 | 33% | 383 | cell redox homeostasis |
| 24 | gi|47087315 | guanine nucleotide binding protein (G protein), beta polypeptide 1, like  (Gnb1l) | 0.43 | 38.08 | 5.6 | 13% | 164 | guanine nucleotide binding protein (G protein), beta polypeptide 1, like |
| 25 | gi|28502871 | Rho GDP dissociation inhibitor (GDI) alpha  (Arhgdia) | 0.42 | 23.15 | 5 | 41% | 374 | Rho GDP-dissociation inhibitor activity |
| 26 | gi|41055144 | Sorcin  (Sri) | 0.39 | 21.65 | 5.1 | 42% | 289 | calcium ion binding |
| 27 | gi|18859323 | 60S acidic ribosomal protein P0  (Rplp0) | 0.58 | 34.73 | 6.2 | 26% | 184 | embryonic development, translational elongation, ribosome biogenesis and assembly |
| 28 | gi|31419227 | Chaperonin containing TCP1, subunit 3  (Cct3) | 2.23 | 60.81 | 5.8 | 18% | 219 | protein folding, cellular protein metabolism |
| 29 | gi|32308151 | Annexin A1c  (Anxa1c) | 1.91 | 67.38 | 7.6 | 21% | 140 | calcium ion binding, calcium-dependent phospholipid binding |
| 30 | gi|18858947 | Type II basic cytokeratin  (Krt4) | 0.59 | 54299 | 5.4 | 22% | 387 | structural molecule activity |
| 31 | gi|6180207 | Type II cytokeratin  (Krt5) | 0.52 | 58551 | 5.3 | 34% | 475 | structural molecule activity |
| 32 | gi|18858519 | Type I cytokeratin, enveloping layer  (Cyt1) | 1.97 | 24286 | 4.8 | 64% | 405 | structural molecule activity |

Note. No. on gel, spot number as noted on the 2D gels; accession no., the Mascot results of the MALDI-TOF-MS/MS search of the NCBI nr database; fold change, the average fold changes as compared to the controls; Mw, molecular weight; pI, isoelectric point; match rate, the percentage of the number of mass values matched to the number of mass values searched; sequence coverage, the percentage sequence coverage of the hit; score, Mascot probability based on the Mowse score calculated for the MS/MS results; functional description: the biological processes in Gene Ontology terms. The average fold changes as compared to the controls. Signiﬁcance is reached at a score ≥ 40. A number > 1 indicates upregulation, and a number < 1 indicates downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

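Array signals were measured in total RNA from zebrafish embryos at 72 hpf, 4 arrays from embryos given MC-RR (14.4 μM, 2 nL) and 4 from embryos injected with 0.8% saline. The authors' service provider hybridized each sample to its own array, scanned it and digitized it. As deposited by the authors, the scanner output gives the linear mean pixel intensity of each spot, digitized from the scan by the image software, without background subtraction or normalization. A separate table, per the authors' methods, gives linear background-subtracted and LOWESS-normalized intensities, with 1 value per probe, and its scale was checked against the scanner output.

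The scanner output was processed in R 4.3.3 with limma 3.58.1. As it gives foreground intensities alone, the normexp background model with an offset of 50 was fitted to the foreground of all spots. Values were brought to the log2 scale, the 10 spots of a probe were averaged, and arrays were normalized by cyclic loess over the 248 zebrafish miRNA probes. A miRNA was tested if it exceeded the 95th percentile of the blank spots on at least 4 of 8 arrays, which held for 187 and not for 61. The offset and the background limit how small a signal can be seen, and fold changes near the background are compressed.

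MC-RR and control arrays were compared with limma's lmFit and eBayes, with Benjamini-Hochberg adjustment. Single miRNAs were compared by two-sided exact permutation tests, for which 4 arrays against 4 allow no p below 0.0286. Families were tested with fry and with camera. The description deposited with the series speaks of paired treated and control embryos, and the paper's methods name no pairing. Replicate numbers were entered as a block in an alternative, and the arrays of one number deviated together. Control and customer-defined probes were fitted apart. The miRNAs named are those the paper names, those of the families, and up to 3 in each direction outside Table 2 by the smallest unadjusted p, as none passed the adjusted threshold. The 5S rRNA probes are also named.

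The comparisons, tests and the first set of alternatives were chosen before the data were examined. They covered the normalization, background correction, offset, detection filter, spot summary, test, set test, replicate block, the deposited table and each array left out in turn. Added after the data were seen were tests and a block on the deposited table, the blank spots or worm probes as background, removal of each array's trend on C and G content, the block without pair 2 or 4, and the block for the control and customer-defined probes. A slide or scan block was not run because no slide is given. Tested on simulated data with 187 probes, of which 40 were changed by 1.5 on the log2 scale, over 20 runs, limma found 89.9% of the changed probes at the unadjusted threshold and called 4.93% of the unchanged. After adjustment it found 81.6%, and 4.98% of the calls were false. The simulated change was about as large as the most extreme log2 fold changes here, 1.47 and -1.53. The median absolute log2 fold change here was 0.17. The simulated noise was independent between arrays, without the shared deviation of a replicate number. These shares therefore do not say how many changes of the usual size here would be found. The qPCR, protein, vessel and overexpression measurements are not among the deposited data and were left out. Genome positions are not printed because the deposited data name no genome build.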

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

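Samples far from the others of their group were looked for in 92 groups of 4 arrays, and 6 were found, where chance gives about 1 in 20. All tests on replicate 4 and on the background were chosen after the result was seen.

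On the replicate 4 arrays, probes that were dim elsewhere gave signal. On control replicate 4, the log2 signal of dre-miR-126* was 8.27, against 6.36 on the nearest control array. On MC-RR replicate 4, dre-miR-126b, which is bright on most arrays, was at 9.77 and dre-miR-190b at 7.60, each above the other MC-RR arrays. Mismatched control probes gave a median of 11.5% of their perfect match on control replicate 4 and 5.61% on MC-RR replicate 4, and the highest of the other arrays was 1.43%. The worm probe cel-miR-90, which the paper does not report on, was at 2732 over background on MC-RR replicate 4 and at no more than 642 on the control arrays. Before normalization, the signal over background of 9 probes was over 2 times as high on both arrays as on any other, and 0 of these are in Table 2. On the normalized scale dre-miR-223 of Table 2, which is detected on all arrays, was also high, at 10.52 on control replicate 4 and 11.94 on MC-RR replicate 4, against at most 8.98 on the others. An effect of MC-RR is argued against by the signal of 642 on control replicate 4 for cel-miR-90. A higher background is argued against by the worm probes, whose median was 36.9 on control replicate 4 and 42.1 on MC-RR replicate 4, both below those of the other control arrays. The blank spots go the other way on control replicate 4, with a median of 179, the highest of the 8 arrays, and 91.9 on MC-RR replicate 4. Weaker discrimination against mismatches is a candidate explanation, since 13 of 17 mismatched probes were highest on both replicate 4 arrays, where chance gives 3.57% for each. This stays a hypothesis, found and tested on the same arrays. A difference between the embryos of that replicate was not tested.

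The median of the worm probes was 159 on MC-RR replicate 1, against 46.5 on the nearest MC-RR array. The blank spots of that array had a median of 166, the highest of the MC-RR arrays. No biological explanation was tested.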

How the results depend on the processing

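Alternatives on the deposited table with another test or a block, on the blank spots or worm probes as background, on the C and G trend and without a pair were added after seeing the data. The cause was not tested for any change below, except where fewer arrays or probes entered. A slide or scan block was not run.

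The number of miRNAs changed by MC-RR at unadjusted p under 0.05 was 16. It was 3 with no normalization, 10 with plain background subtraction, 29 with the methods' t-test paired by replicate number and 30 with the replicate block. Of the added alternatives, the deposited table gave 10 with the unpaired test, 29 with the paired test and 30 with the block, the C and G removal with the block gave 34, and the block without pair 2 gave 42, whereas without pair 4 it gave 19. Leave-one-out numbers ran from 7 to 18. With MC-RR higher there were 8, and 3 with no normalization, 15 with the paired test, and 5 with plain subtraction or with probes detected on all arrays. On the deposited table the added paired test gave 18 and the block 15, and the block without pair 2 gave 16 and without pair 4 8. The leave-one-out range was 4 to 10. With MC-RR lower there were 8, and 0 with no normalization, 3 with quantile normalization, 5 with median scaling or plain subtraction, 4 with the deposited table, 14 with the paired test and 19 with the block. Of the added ones, the unpaired test on the deposited table gave 3 and its block 15, the C and G removal with the block 22 and the block without pair 2 gave 26 and without pair 4 11. The leave-one-out range was 3 to 8.

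The number of miRNAs at Benjamini-Hochberg adjusted p under 0.05 was 0 in limma. It was 1 with the deposited table, with no background correction and with an offset of 1, and, of the added ones, 2 with the paired test on the deposited table, 4 with its block and 5 with the block without pair 2. Leave-one-out gave 0 throughout.

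The direction of the 31 miRNAs of Table 2 matched the paper's for 29 to 31 miRNAs under the other alternatives set in advance, for 30 to 31 under leave-one-out and for 30 to 31 under the added ones. The miRNA-target pairs in opposite directions numbered 9 to 10. The correlation across the 31 miRNAs of the paper's log2 fold change with the log2 fold change here was 0.917. It was 0.997 with the deposited table under each of its tests, 0.956 with an offset of 16, 0.979 with an offset of 1, 0.942 on linear values, 0.892 with the blank spots in normexp and 0.888 with the block without pair 4. Leave-one-out ran from 0.856 to 0.935.

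The rank of dre-miR-146a among the tested probes was 3, and 1 with the deposited table under each test, with plain subtraction and with offsets of 16 and 1. Leave-one-out ranks ran from 3 to 5. The rank of dre-miR-190b among the tested probes was 10, and 1 with the deposited table under each test, plain subtraction and linear values, 6 and 5 with offsets of 16 and 1, 28 with the blank spots in normexp and 2 with the block without pair 2. Leave-one-out ranks ran from 4 to 53 over the 4 fits in which it was still tested, and without control replicate 1 or 3 or MC-RR replicate 3 or 4 it has no rank.

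The log2 fold change of dre-miR-190b passed the unadjusted threshold with the block (-0.84), on the deposited table with the paired test or the block (-2.17), with the C and G removal and block (-0.82) and with the block without pair 2 (-1.01). That of dre-miR-125a no longer passed it with no normalization (-1.21) and the paired test (-1.27). dre-miR-126 no longer passed it with quantile normalization (-0.60), median scaling (-0.54), no normalization (-0.65) and the deposited table (-0.63), also with the unpaired test. It passed it with the block (limma p 0.0011) and, of the added ones, with the paired test on the deposited table (p 0.000348). dre-miR-430a no longer passed it with no normalization (log2 fold change 1.23) and with the methods' t-test (1.11). It also fell short on linear values (0.98) and on the deposited table with the unpaired test (1.17). Leave-one-out values ran from 0.80 to 1.52 for dre-miR-430a, from -1.58 to -0.93 for dre-miR-125a, from -0.76 to -0.53 for dre-miR-126 and from -1.18 to -0.23 for dre-miR-190b. The difference of normalized log2 signals for dre-miR-31, which is not read as a fold change because all control arrays were at background, was 0.26. It moved to 0.34 with quantile normalization, 0.33 with median scaling, 1.09 with the deposited table under each test, 0.68 with plain subtraction, 0.44 and 0.68 with offsets of 16 and 1, 0.19 with the blank spots in normexp and 0.13 with the C and G removal with or without the block. Leave-one-out ran from 0.23 to 0.28.

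The miR-430 family rose by 1.08 on the log2 scale. It no longer passed fry's threshold with no normalization (a rise of 1.11) or with probes detected on all arrays (a rise of 0.99). Leave-one-out ran from 0.78 to 1.39. The miR-125 family, at -1.11, passed it with the block (-1.11), with camera's preset correlation (-1.11), with the block on the deposited table (-1.10) and with the C and G removal with or without the block (-1.08). Leave-one-out ran from -1.32 to -0.67. The bright 5S rRNA probes, at -0.72, no longer passed it with quantile normalization (-0.45), median scaling (-0.51) or no normalization (-0.64). Added after the data were seen, the block gave -0.72 (p 0.105), without normalization -0.64 (p 0.138), without pair 2 -0.68 (p 0.247) and without pair 4 -0.55 (p 0.464), none under 0.05. Leave-one-out ran from -0.89 to -0.53. Among control and customer-defined probes, 2 passed the unadjusted threshold, 1 with quantile normalization and 0 with no normalization. With the added block the number was 2, without normalization 0, without pair 2 it was 3 and without pair 4 it was 0. Leave-one-out ran from 1 to 3.

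The log2 fold change of dre-miR-126*, at 0.01, reversed its sign with no normalization (-0.040), no background correction (-0.000647), linear values (-0.11) and the block without pair 2 (-0.083), and leave-one-out ran from -0.37 to 0.49. The log2 fold change of dre-miR-126b* reversed with plain subtraction (-0.027), with leave-one-out from -0.067 to 0.29, and rose above the threshold with the paired test (p 0.00686), as did dre-miR-126b (p 0.0387), both also on the deposited table, but not with the block (p 0.209 and 0.0861). That of dre-miR-34 reversed with plain subtraction (-0.55) and the C and G removal with or without the block (-0.055). For dre-miR-210 leave-one-out ran from -0.058 to 0.62. Over the 32 other miRNAs named singly, that is without dre-miR-31, dre-miR-125a, dre-miR-126, dre-miR-146a, dre-miR-190b and dre-miR-430a, 922 of 1112 values kept direction and side of the threshold, 92 fell below it, 74 rose above it, 9 of the untested dre-miR-2185* moved and 15 reversed. The smallest correlation of the 4 pairs of arrays was 0.29, and leave-one-out ran from 0.21 to 0.61. Signal over background limits dim miRNAs, and on control replicate 4 only 71 miRNAs exceeded the blank percentile.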

Differences from the paper's values

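Values were taken as different when one was more than 1.5 times the other and, for dre-miR-733, when they also differed by more than the SD between replicates. The paper's fold for dre-miR-146a is 6.73, and here it was 2.42. Of the 26 alternatives set before the data were examined, 1 falls within the criterion, the deposited table at 6.27, and the other 25 do not. Those 25 do not all lie below the paper's fold. Plain background subtraction gave 11.9, above it, and an offset of 1 gave 4.17. For dre-miR-733 the paper's fold is 2.55 and here it was 1.32, and 3 of 26 fall within it, namely the deposited table at 2.50, plain background subtraction at 1.93 and an offset of 1 at 1.78. For dre-miR-190b the paper's fold is 0.21 and here it was 0.560, and 1 of 26 falls within it, the deposited table at 0.223. Plain background subtraction gave a stronger fall than the paper's, at 0.120, and an offset of 1 gave 0.351. No fold is compared for dre-miR-31 and dre-miR-2185*, which were not above the blank percentile on any control array.

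The paper reports 31 changed miRNAs, and here 16 were under 0.05 before adjustment. Of the 25 alternatives set before the data were examined, 2 are within the criterion, the methods' t-test paired by replicate number with 29 and the replicate block with 30, and the others are not. The paper reports 20 higher, and here 8 were higher, and 1 alternative is within the criterion, the paired test with 15. On the deposited table, the paired test calls 29 of the tested miRNAs and 33 of all 248, and drops 0 of the paper's 31, a setting chosen after seeing the values, with 18 of the 29 higher. Also chosen after seeing the values, the block gave 30 on the deposited table, with 24 of Table 2 called, 34 with the C and G removal, with 22 called, and 42 without pair 2, with 20 called. Of these, the numbers higher were 15, 12 and 16. Without pair 4, which was likewise added later, the block gave 19, with 15 of Table 2 called and 8 higher, outside the criterion. Among the settings that call dre-miR-31, leaving out the detection filter gave 0.00427 and worm probes as background, chosen after seeing the data, gave 0.0320. The replicate block calls dre-miR-190b at 0.0281 and dre-miR-223 at 0.0064, and calls 21 of the 29 tested miRNAs of Table 2. Without the detection filter 16 of the 31 are called, and with the paired test 17 of the 29.

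The paper names dre-miR-146a as the largest rise. Here dre-miR-21 and dre-miR-430c rose more on the log2 scale, at 1.47 and 1.46 against 1.27. It names dre-miR-190b as the largest fall. Here it ranked 10, with dre-miR-181b at -1.53. The deposited table ranks both of the paper's miRNAs 1, as does plain background subtraction. Plain subtraction raised values under the blank median to a floor of 1. dre-miR-146a lay under that median on control replicates 2 (114.8 against 125.86) and 4 (54.71 against 179.33). dre-miR-190b lay under it on control replicate 2 and on MC-RR replicates 1 and 2. The folds and ranks from plain subtraction therefore depend on the floor. Offsets of 16 and 1 rank dre-miR-146a 1, and the test on linear values ranks dre-miR-190b 1. The paper counts 9 coherent and 15 incoherent pairs, and the signs in its own Table 2 give 10 opposite and 14 the same, as did the signs here.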

Other observations

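Of the tests in this part, the splits of the samples, the pair correlation after the C and G removal, the 5S rRNA test without normalization and the neighbour test were chosen in advance. Those on MC-RR replicate 2, on dre-miR-31 against background and on 5S rRNA without MC-RR replicate 2 or with the replicate block were chosen only after the result was seen.

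Over all 35 splits of the 8 arrays into 4 and 4, 8 gave at least 16 miRNAs at an unadjusted p under 0.05, the real split included, so chance is not excluded by this count. The median over the splits was 6 and the highest 24. All 7 of the other splits that reached 16 keep at least 1 pair of arrays with one replicate number together, which the real split does not. Among the 8 splits that part every pair, 1 reached 16, the real one, and the others gave 0 to 3. At the adjusted threshold limma called 0, so that all 35 splits give as many by construction, and the count decides nothing. With the replicate block, 1 of the 8 splits that part every pair gave as many as 30, the real one, and the others gave 0 to 8. A share of 1 in 8 cannot go below 0.05, so that with the block the real grouping and chance cannot be told apart with 8 such splits.

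The arrays of one replicate number deviated together. Base composition is argued against as the whole cause, because after removal of the C and G trend the smallest of the 4 correlations was still 0.26. What else the arrays of one number share, such as the embryos or the hybridization, was not tested.

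On MC-RR replicate 2, 23 of 142 abundant probes fell by more than 1.5 on the log2 scale against the other arrays, from -1.55 to -5.58. On the other arrays the number was between 0 and 4, with 3 on control replicate 2 and 4 on MC-RR replicate 1. They include 21 zebrafish miRNAs, 2 of them in Table 2, dre-miR-125a and dre-miR-735. Failure of a single probe is argued against for dre-miR-181a, as a second probe of its sequence fell by nearly the same amount, with a difference of 0.031. Failure of single spots is argued against, as 100% of the spots of the lost probes were low. A dim array is argued against, as the other abundant probes fell by 0.78 before normalization, with an SD of 0.46, and the lost ones by 2.88. A common effect of MC-RR is argued against for the set, whose median difference on the other MC-RR arrays was -0.10. Single members went both ways there, from 0.45 for dre-miR-454b to -1.04 for dre-miR-125a. Such an effect stays open for members that were lower there too, among them dre-miR-125a, dre-miR-181a at -0.75 and dre-miR-735 at -0.39. Removal of the A, C and G trend moved the median change of the lost probes from -2.03 to -1.77, with 12 of the 23 still below -1.5. The other abundant probes then had a median of 0.47 and an SD of 0.44, which argues against base composition as the whole cause and leaves it open as a part. A difference in the RNA or the embryos of that sample remains open and was not tested.

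For dre-miR-31, 0 of 26 worm and fly probes rose with MC-RR by as much as its 0.24 on the log2 scale, and the largest rise was 0.06. The worm probe cel-miR-90 was left out of the 26. Its signal over background was 642 on control replicate 4 and 2732 on MC-RR replicate 4, and at most 15.0 on the other arrays. In the other direction, 1 probe differed by -0.39, from a signal of 7.49 on control replicate 4 against at most 6.40 on the other arrays. With cel-miR-90 set aside, this argues against a background raised on the MC-RR arrays as the cause. dre-miR-31 was above all of the 26 probes on the 4 MC-RR arrays and on 0 of the control arrays. Its signal lies close to the background.

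The bright 5S rRNA probes, which the paper uses as the qPCR reference, were lower with MC-RR, with a mean log2 difference of -0.72 and a fry p of 0.0373. The differences of single probes were -0.30, -0.91, -0.74 and -0.95. Without MC-RR replicate 2 the mean was -0.63 and the p 0.084, and without normalization it was -0.64 with a p of 0.155. The p was also above 0.05 without control replicate 1 (-0.67), 2 (-0.80) or 4 (-0.53), and without MC-RR replicate 1 (-0.55) or 4 (-0.77). The probes were lower in 3 of 4 pairs of replicate numbers, and higher by 0.13 in pair 3. With the replicate block the p was 0.105, without pair 2 it was 0.247 and without normalization it was 0.138. As the difference stays below 0 but passes the threshold in none of these tests, an effect of MC-RR cannot be told apart from a loss on MC-RR replicate 2 or from the normalization.

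Neighbouring miRNA genes changed alike. Over 56 pairs with different seeds within 10000 bp in the assembly GRCz12tu, the median difference in log2 fold change was 0.19, against 0.35 for random pairs (permutation test, one-sided, p = 0.0056). Of 171 tested miRNAs that are not star forms, 160 were located. Seeds counted as different at any differing base, so members of one family such as dre-miR-216a and dre-miR-216b were kept. Probes of similar sequence can share signal. The random pairs were not matched for signal level, although the offset compresses fold changes of dim miRNAs. Neither limit was tested. Shared transcription of neighbouring genes is a candidate explanation beside these. As an exception, chosen after its values were seen, dre-miR-182 rose relative to its neighbours dre-miR-183 and dre-miR-96 by 0.93 and 0.97 (exact permutation test, p = 0.0286, the smallest possible).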
